A study of Mus musculus with 9 samples. Its data were reported in "Neonatal thyroxine activation modifies epigenetic programming of the liver" (2021).

How the data were processed

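Livers of adult mice were profiled by RNA-seq in 2 genotypes. Alb-D2KO mice lack the type 2 deiodinase gene Dio2 in hepatocytes, through Cre recombinase driven by the albumin promoter and a floxed Dio2 allele; control mice carried Cre alone. The labels gave 5 control and 4 Alb-D2KO libraries, 1 per animal. Genotype was taken from the labels, and replicate numbers were given in accession order and pair no samples.

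The authors sequenced paired-end libraries on a NovaSeq, aligned the reads with STAR 2.6.1d, and assigned them to GENCODE release M24 genes on the mm10 build with the expectation-maximisation counter of Partek Flow. Whether the counter used strand was not stated. The deposited library summary gives the read count of each library and the percent of reads by position relative to exons. The deposited distribution summary gives the mean, quartiles and maximum of the estimated counts over genes in each library. The authors' deposited gene table gives, for each listed gene, the estimated count summed over libraries, the mean estimated count per genotype, the ratio of those means, and the unadjusted p-value and step-up false discovery rate (FDR) of the gene-specific analysis, a procedure that chooses a model gene by gene. The deposited enrichment tables give a Fisher exact p-value per gene set or pathway, a score equal to its negative natural logarithm, and the numbers of genes behind it.

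The normalization that the authors named, absolute value, does not scale libraries to a common depth. This was checked on the gene table: in 1525 of 1525 genes the summed count equalled 4 times the Alb-D2KO mean plus 5 times the control mean, which shows that the sums and means come from the same values. In at least 421 genes the summed counts of both genotypes were whole numbers, which values scaled for depth would rarely give. That number rises with the rounding allowed, for which no limit is stated here. The ratios of these means were therefore read as carrying any difference in depth between the genotypes. Whether the gene-specific analysis scaled the values before computing p and FDR is not known. The table holds genes past an unadjusted p of 0.05 and a fold change of 1.2, and genes outside it have no value here. The number of genes tested was recovered from FDR, rank and p as 19744. Counts of single genes in single libraries were not used here, so no count model was fitted and no SD is given for a gene.

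Reads assigned to genes were computed as total reads times the percent fully within an exon. Genotypes were compared on 14 library measures by exact two-sided permutation tests over the 126 splits of the 9 libraries, on log2 values for reads and gene values and on the linear scale for percentages, with Benjamini-Hochberg adjustment over the 14 measures. The smallest p that these splits allow is 0.0159. The minimum and second minimum over genes were 2 per-library columns not used. Depth ran from 40234632 to 54504351 reads per library; the Wilson 95% interval given for the share of lower genes covers counting error only, and genes are not independent.

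Before the data were examined, the naming rule was fixed: Dio2, then genes with an FDR under 0.05 (at most 10), then the 5 lowest and 5 highest ratios among genes with a summed count of at least 100, then genes the study names, then the 3 members with the largest summed count of each gene list. The lists for T3-responsive, clock (E-box and RORE) and sex-linked genes were written before their members were looked up. The lists of PPAR-alpha targets, growth hormone and STAT5 targets and acute-phase genes were written after the study's gene table had been read. The list of genes with a hypermethylated site near the promoter is the study's own, chosen on these libraries. Lists of lipogenic and fasting genes were added after the data were seen. Genes named outside the rule, chosen after their values were seen, are Gm14434, CT010467.1, Lars2, Acss3, Gm45244, Gadd45g, Bhlhe41, Myc, Saa3 and Lcn2, with Srebf1, Acacb, Irs2 and Sesn1 from the added lists. Not every gene that the rule selects is reported here.

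Coordinates are those of GENCODE release M21, on the same mm10 build but an earlier release than the authors' M24; 1496 of the 1525 symbols matched. Sharing of sequence was measured as the percent of a gene's 31-base transcript words found in transcripts of other genes, on either strand. Ratios were also divided by the Alb-D2KO to control ratio of mean assigned reads, total reads, upper quartile or median. An approximate p after such division used the standard error implied by the authors' p and 7 degrees of freedom. On simulated counts of 19744 genes, 200 of them drawn with changed levels, the number of tested genes was recovered as 19744 and the given direction in 100% of the 145 changed genes with a summed count of at least 100. Over 1252 simulated lower calls the approximate p kept 34.0% and a test on scaled counts kept 45.8%. They fell on the same side of 0.05 in 76.7%, so the approximate p is a rough guide that kept fewer genes than that test. With only 200 changed genes, most of these lower calls were unchanged genes, so neither share measures how many truly lower genes are kept.

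Unchanged genes were also simulated at the libraries' own levels, without scaling, with negative binomial spreads from 0.01 to 0.4 and 20 draws each. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Alternatives covered the read total, the scale, the summary of the distribution, each library left out, stricter p, FDR, fold change and count thresholds, and the divisions above.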

Results

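RNA-seq of adult liver was obtained from 5 control and 4 Alb-D2KO mice. Control libraries held 43000802 to 54504351 reads and Alb-D2KO libraries 40234632 to 50322325 reads. The comparison asked how loss of hepatic Dio2, which activates thyroxine to T3 in the newborn liver, alters gene expression in the adult.

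Because the deposited gene means appeared not to be scaled for depth, library levels were compared first. Reads assigned to genes averaged 33491489 ± 3199891 (SD, n = 5) in control and 31223823 ± 3447611 (SD, n = 4) in Alb-D2KO libraries. The log2 difference was -0.10, which was within the spread between libraries (exact two-sided permutation p = 0.302; 0.422 after Benjamini-Hochberg adjustment over 14 measures). Leaving out Alb-D2KO replicate 1 moved it most, to -0.18 (exact permutation p = 0.0714). Total reads differed by -0.15 on the log2 scale (exact permutation p = 0.143, adjusted 0.381).

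The mean over genes was 1456 ± 139 estimated counts (SD, n = 5) in control and 1357 ± 150 (SD, n = 4) in Alb-D2KO libraries, a log2 difference of -0.10 (exact permutation p = 0.302, adjusted 0.422). The median gene had 67.4 ± 7.19 estimated counts (SD, n = 5) in control and 59.97 ± 10.03 (SD, n = 4) in Alb-D2KO libraries, a log2 difference of -0.18 (exact permutation p = 0.175, adjusted 0.381). The highest gene value went the other way, by 0.035 on the log2 scale (exact permutation p = 0.937). The share of reads within introns was 20.5% ± 1.95 (SD, n = 5) in control and 18.6% ± 1.84 (SD, n = 4) in Alb-D2KO libraries (exact permutation p = 0.190, adjusted 0.381). None of the 14 measures reached an adjusted or an unadjusted p of 0.05. The measures are not independent. Assigned reads divided by the mean over genes gave 23000 to 23009 across the libraries, so the mean over genes repeats the comparison of assigned reads.

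**Figure D1:**
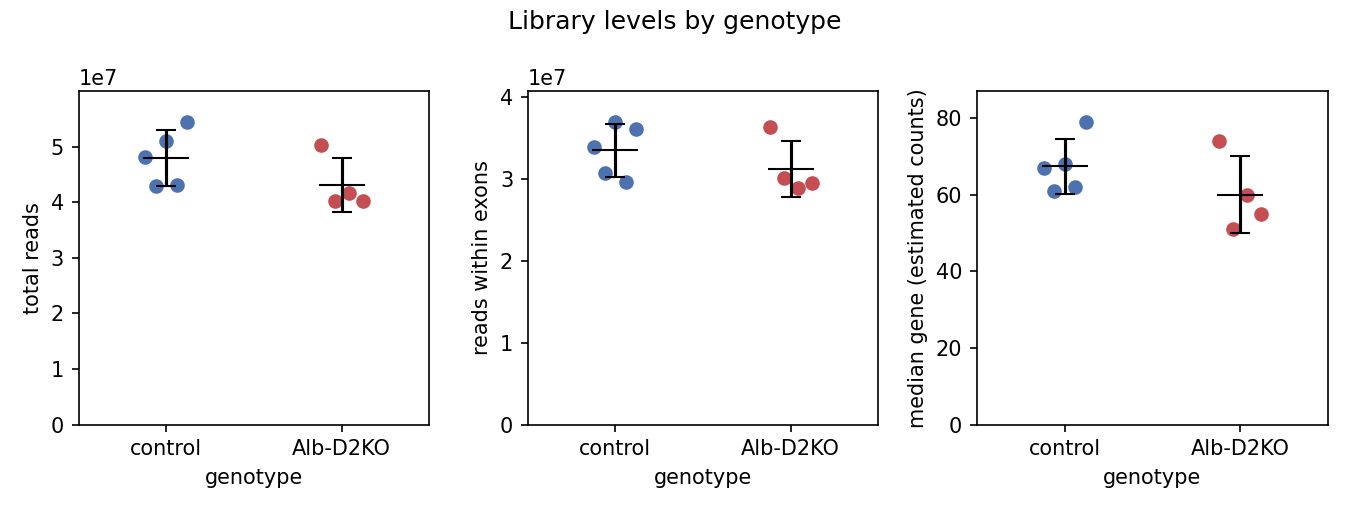
Total reads, reads within exons (both in reads) and the median gene (estimated counts) for each library by genotype; points are libraries, horizontal bars are means and error bars are SD (n = 5 control, n = 4 Alb-D2KO). Mean levels were lower in Alb-D2KO libraries in each panel, and the libraries of both genotypes overlapped.

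The authors' deposited table listed 1525 genes, of which 1363 were lower and the rest higher in Alb-D2KO liver. Lower genes made up 89.4% of the list (Wilson 95% interval 87.7% to 90.8%). From the FDR column of the authors' deposited table, 1537 of 19744 tested genes had an unadjusted p under 0.05, where 987.2 would be reached by chance. The FDR at the end of the authors' deposited table was 64.2%. At an FDR under 0.05 the authors' deposited table held 0 lower and 3 higher genes. At an FDR under 0.25 it held 36 lower and 19 higher genes. At an FDR under 0.1 the 3 lower genes of the authors' deposited table were Acss3 (ratio 0.468, FDR 0.0653), Cish (0.199, FDR 0.0781) and Gm45244 (0.314, FDR 0.0938). After division by the ratio of medians, 446 of the 1363 lower genes kept an approximate p under 0.05, and lower genes made up 73.4% of those that passed. Higher genes could not fail by that division, which raises their ratios. The FDR threshold was the alternative that moved these counts most. Among the lower genes of the authors' deposited table, 49.5% were less than 1.5-fold lower, against 25.3% of the higher genes.

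**Figure D2:**
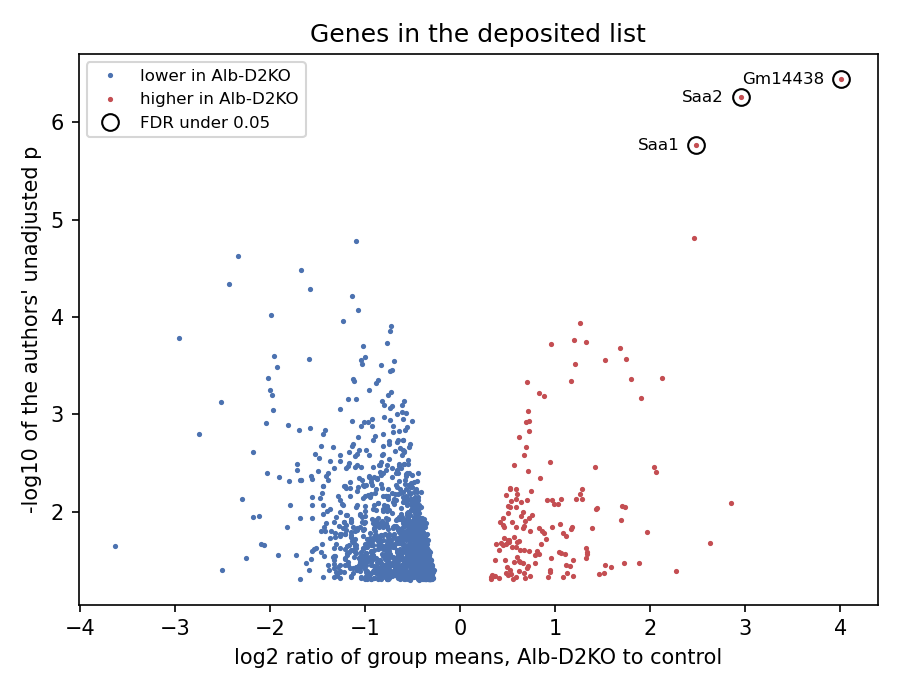
Each point is a gene of the authors' deposited table; the horizontal axis is the log2 ratio of genotype means and the vertical axis is -log10 of the unadjusted p. Lower genes, 1363 of the 1525, outnumber higher genes, and the 3 circled genes with an FDR under 0.05 are higher in Alb-D2KO liver.

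Dio2, the targeted gene (ENSMUSG00000007682.6, chromosome 12, 90724552 to 90738438, mm10), was not among the 1525 listed genes, so its level in each library is not analysed here and the genotype labels were not checked against it. The paper describes hepatic Dio2 as silenced after the first days of life, so its absence from a list of adult liver genes does not bear on the genotypes.

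The 3 genes with an FDR under 0.05 were Gm14438, Saa2 and Saa1. Gm14438, a processed pseudogene on chromosome 2 (175270556 to 175271179, mm10), had mean estimated counts of 13.3 in Alb-D2KO and 0.825 in control liver in the authors' deposited table (ratio 16.1, FDR 0.00549). All of its 31-base words, 100%, also occurred in transcripts of other genes, so its count is uncertain. Saa2, which encodes serum amyloid A on chromosome 7 (46751790 to 46754313), had means of 1988 and 256.8 in the authors' deposited table (ratio 7.74, FDR 0.00549). Saa1 (chromosome 7, 46740497 to 46742980) had means of 4246 and 760.4 in the authors' deposited table (ratio 5.58, FDR 0.0113). Saa1 shared 46.0% of its words with Saa2, and the split between the pair is uncertain; their summed means had a ratio of 6.13.

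The lowest ratios among genes with a summed count of at least 100 in the authors' deposited table were those of Gm31508 (0.129), Acot3 (0.149), Cyp4a10 (0.175), Gm26232 (0.176) and Gm21049 (0.186). The highest in the authors' deposited table were those of Saa2, Kcnk1 (6.20), Saa1, Gm6472 (5.50) and Cxcl1 (4.85). Gm26232, Gm6472, Cyp4a10 and Acot3 shared 100%, 84.2%, 44.9% and 25.2% of their words with other genes. The FDR in the authors' deposited table was 0.638 for Cxcl1, 0.602 for Kcnk1 and 0.636 for Gm26232.

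Ncor1, which encodes a corepressor of the thyroid hormone receptor (chromosome 11, 62316426 to 62458541), had a ratio of 0.804 in the authors' deposited table (unadjusted p = 0.0496, FDR 0.642). Divided by the ratio of assigned reads, its ratio was 0.862, which is within 1.2-fold. All 12 genes that the study placed near a hypermethylated site were lower in the authors' deposited table, with ratios from 0.529 (Gstm6) to 0.804 (Eif5); the others were 1700047M11Rik, 3110082I17Rik, Mtus1, Dixdc1, Dsp, Pde4d, Sco2, Tymp, Odf3b and Cdo1. Of these, 0 had an FDR under 0.05 and 12 had a p under 0.05 adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. After division by the ratio of medians, 8 remained over 1.2-fold lower and 4 kept an approximate p under 0.05. Sco2 and Tymp overlap, and Sco2 shared 66.2% of its words with Tymp.

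Of 33 PPAR-alpha targets, which act mainly in fatty acid oxidation, 18 were listed and 18 were lower, with ratios from 0.149 to 0.793 in the authors' deposited table; among those with the largest counts were Acaa1b (0.715) and Acadm (0.793). Of 14 growth hormone and STAT5 targets, 4 were listed and 4 were lower in the authors' deposited table: Cish (0.199), Socs2 (0.252), Myc (0.266) and Onecut1 (0.368). Onecut1 shared 53.0% of its words with other genes and Acaa1b 50.1%, so the counts of both are uncertain. Of 19 acute-phase genes, 5 were listed and 5 were higher in the authors' deposited table: Saa1, Saa2, Lcn2 (2.40), Saa3 (1.53) and Saa4 (1.51). Of 19 T3-responsive genes, 4 were listed: in the authors' deposited table Thrsp (1.62) and Fasn (1.56) were higher, and Klf9 (0.601) and Gadd45g (0.211) were lower. Of 12 E-box clock genes, 4 were listed: in the authors' deposited table Per2 (1.42) was higher, and Nr1d2 (0.784), Dbp (0.743) and Bhlhe41 (0.513) were lower. Of 6 RORE clock genes 0 were listed, and of 5 sex-linked genes 1 was listed, Xist (1.94 in the authors' deposited table). Mean estimated counts of Xist were only 63.2 in Alb-D2KO and 32.6 in control liver in the authors' deposited table. Xist also shared 12.7% of its words with other genes, so this ratio alone says little about the sex of the animals. Adjusted over the list alone, a p under 0.05 was reached by 15 PPAR-alpha targets, 4 growth hormone targets and 4 acute-phase genes. It was reached by 2 T3-responsive genes and 0 clock or sex-linked genes. The PPAR-alpha, growth hormone and acute-phase lists were written after the gene table had been read. For these lists the adjustment is therefore not independent evidence. Over all genes tested, an adjusted p under 0.05 was reached by 2 genes of these lists, Saa1 and Saa2. Each named gene had an unadjusted p under 0.05.

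Enrichment was tested by the authors with the list as a whole, so higher and lower genes were not separated. In the authors' deposited table of gene sets, 822 of 8930 sets had a p under 0.05, and 77 had an adjusted p under 0.05 when Benjamini-Hochberg adjustment was applied here. Each of the 8930 sets held at least 1 listed gene. The first set in the authors' deposited table was fatty acid metabolic process, with 59 of 279 genes listed against 19.7 by chance (score 31.9, p = 1.46e-14). Lipid metabolic process followed in the authors' deposited table, with 128 of 917 genes listed against 64.7 by chance (score 31.2, p = 2.88e-14). In the authors' deposited table of pathways, 32 of 305 had a p under 0.05, and 13 an adjusted p under 0.05 by the same adjustment. The first pathway in the authors' deposited table was drug metabolism by other enzymes, with 25 of 83 genes listed (score 20.5, p = 1.22e-09). PPAR signaling had 19 of 77 genes listed against 5.92 by chance in the authors' deposited table (p = 3.61e-06).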

Values the study reported

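The study reported 1525 genes with altered expression in Alb-D2KO liver at a change above 1.2-fold and an unadjusted p below 0.05, and 1363 of them were lower. Its leading gene sets, for fatty acid and lipid metabolism, had enrichment scores above 31 with p below 2.9E-14.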

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

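The test below was chosen after the result was seen. Alb-D2KO replicate 1 had 50322325 total reads, far from the other Alb-D2KO libraries, of which the next highest had 41723927. Among 14 measures in 2 genotypes, 28 groups were examined; 1 stood apart in this way, and 1.4 would by chance. The measure was the gap to the next library over the range of the group, 0.852 for its total reads. Its assigned reads (0.825), total junction reads (0.786) and compatible junction reads (0.783) were not flagged, but came close to that value. On 5 of 5 percent measures it lay within the range of the other 8 libraries. This does not test deeper sequencing as an explanation, since more reads is the observation itself, and that explanation stays open. Biological explanations were not tested.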

How the results depend on the processing

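The log2 difference in assigned reads stayed below 0 and its exact permutation p above 0.05 on the linear scale, with total reads, with junction reads and in the 9 comparisons that each left out a replicate, where it ran from -0.18 to -0.06. For the mean over genes, which repeats assigned reads, the same 9 gave -0.18 to -0.06. The upper quartile and median kept the direction. The highest gene value reversed it, at 0.035, and the cause was not tested. Leaving out Alb-D2KO replicate 1 gave -0.18 for both measures, over 1.5 times the value with all libraries. Differences of this size were not detected with 5 against 4 libraries.

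The numbers of lower and higher genes, 1363 and the rest of the 1525, fell with each stricter threshold by construction: to 0 and 3 at an FDR under 0.05, 3 and 4 at an FDR under 0.1, 36 and 19 at an FDR under 0.25, 293 and 60 at p under 0.01, 688 and 121 over 1.5-fold, 246 and 58 over 2-fold, and 794 and 87 at a summed count of at least 1000. The share of lower genes, 89.4%, fell to 0% at an FDR under 0.05, 42.9% at an FDR under 0.1, 65.5% at an FDR under 0.25, 83.0% at p under 0.01, 85.0% over 1.5-fold and 80.9% over 2-fold; the cause was not tested. It was 89.7% at a summed count of at least 100 and 90.1% at a summed count of at least 1000. In separate bins of summed count it ran from 87.3% to 91.0% below 100000. At 100000 or more it was 68.4% (13 of 19 genes). Division by a depth ratio shifts every gene by one factor, from -0.10 to -0.17 on the log2 scale. The shift is smaller than the smallest listed fold change, 1.21, so no listed gene could change direction, and it can only raise the ratio of a higher gene. Lower genes over 1.2-fold numbered 1195 (assigned reads), 1136 (upper quartile), 1041 (total reads) and 991 (median). Their share was 88.1%, 87.5%, 86.5% and 85.9%. Lower genes with an approximate p under 0.05 after division numbered 682 (assigned reads), 620 (upper quartile), 489 (total reads) and 446 (median), and made up 80.8%, 79.3%, 75.1% and 73.4% of the genes that passed. Genes outside the list have no value here, so those that would pass only after scaling are not counted. The FDR under 0.1, the total-read division, the 4 approximate p and junction reads were chosen after seeing the data.

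Gene sets past the threshold numbered 822 as deposited, 77 after Benjamini-Hochberg adjustment and 508 with at least 5 listed genes. Pathways numbered 32, 13 and 30. A recomputed one-sided Fisher exact test gave 822 and 32. The drops come from the construction of these alternatives, which adjust over the family or leave out small sets.

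Of the 52 named genes, 18 had an approximate p of 0.05 or more after at least 1 of the 4 divisions. The planned edgeR fit was not run, since it needs counts of each gene in each library, and for the same reason no replicate was left out of the gene, gene set or pathway results. The paper describes the controls as littermates, but the labels used here do not give the litter of each animal. The replicate numbers carry no pairing either, so no paired analysis was possible and litter was not accounted for.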

Other observations

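Of the tests below, those on Lars2, on genes near Dio2 and on feeding state were chosen before their results were seen; the others were chosen after.

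The direction of the gene list may owe part of its imbalance to library depth. Unchanged genes simulated without scaling, at the relative levels of these libraries, gave a mean share of lower calls that reached the listed 89.4% in 11 of 24 settings (4 measures of level, 6 spreads between animals). The share ran from 67.5% to 90.4% with assigned reads and from 76.5% to 97.0% with the median gene, against 51.3% to 52.8% at equal depth. The spread of each gene between animals is not analysed here, and whether the authors' p rests on unscaled values is not known, so depth and genotype cannot be told apart as the source of the imbalance. The same simulation called at most 1315 genes on average, below the 1525 listed, in 24 of 24 settings. It used independent genes and a simpler test than the authors', so the excess is not explained and depth cannot be excluded there either. Of the lower genes, 50.04% kept an approximate p under 0.05 after division by the assigned-read ratio and 32.7% after division by the ratio of medians. Those genes were selected by the same p, which leaves that test undecided. On simulated counts the approximation kept fewer lower calls than a test on scaled counts, but most of those calls were unchanged genes.

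Depth alone is argued against for the PPAR-alpha and acute-phase lists. Of the 18 listed PPAR-alpha targets, 14 stayed over 1.2-fold lower after division by the ratio of medians, and 12 of them kept an approximate p under 0.05. The 5 listed acute-phase genes were higher, where fewer reads would make them lower. Both lists were written after the gene table had been read. A biological difference between the genotypes stays open as a hypothesis, as do differences in handling of the animals.

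PPAR-alpha targets lower with Fasn and Thrsp higher could reflect a difference in feeding state. Of 10 other lipogenic genes 2 were listed, 1 higher (Srebf1, 1.42 in the authors' deposited table) and 1 lower (Acacb, 0.745 in the authors' deposited table). Of 6 fasting genes 2 were listed, Irs2 and Sesn1, both lower. The lipogenic members went both ways as deposited, but this rests on unscaled values. Acacb had an approximate p of 0.0429 after division by the assigned-read ratio and from 0.0516 to 0.0918 after the other 3 divisions. Srebf1 stayed under 0.05 after all 4, but as a higher gene it could not do otherwise. Each division raises the ratio of a higher gene, so this does not set Srebf1 apart from Acacb. The fasting genes had an approximate p over 0.05 after all 4. Few members are listed and unlisted genes have no value here, so feeding state and genotype cannot be told apart.

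Lower T3 signalling in adult liver was considered for the T3-responsive list, but 2 listed members were higher and 2 lower, which decides nothing. The paper places hepatic Dio2 expression in the first days of life only. Its loss therefore gives no direct reason to expect lower T3 signalling in adult liver. A difference in time of collection was asked of the clock lists. After division by the ratio of medians, 2 of the 4 listed E-box genes kept an approximate p under 0.05. They went opposite ways: Per2 was higher (ratio 1.59) and Bhlhe41 lower (0.577). Per2, as a higher gene, could not lose its approximate p under 0.05 by that division. Of the RORE-driven genes 0 were listed, and unlisted genes have no value here. Time of collection therefore cannot be told apart from genotype.

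Gm14438, the gene with the smallest p, rose where Gm14434 fell (13.3 against 0.825 and 1.003 against 12.4 mean estimated counts in the authors' deposited table), and their summed means differed little (14.3 and 13.2). Reads passing between the pair is argued against as the explanation: 0% of the 31-base words of Gm14438 occur in Gm14434. Each gene nevertheless shared 100% of its words with other genes. Other sources of shared reads were not tested.

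Lars2 and the ribosomal RNA gene CT010467.1 were both lower (ratios 0.441 and 0.510 in the authors' deposited table). Exact sequence shared with that gene is argued against as the explanation, since 0 of the 11160 words of Lars2 occur in it. Ribosomal sequence outside that transcript, and inexact matches, were not tested.

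DNA flanking the floxed allele could bring strain variants near Dio2. Within 10 Mb, 12 of 142 protein-coding genes were listed (8.45%), against 4.76% elsewhere (Fisher's exact test, two-sided, p = 0.0474). Neighbouring genes are not independent, and genes that are not expressed count in both shares. In a comparison added after that p was seen, 9.26% of 21456 windows of the same reach around other coding genes had at least as large a share. The excess near Dio2 is therefore not unusual, and the explanation cannot be told apart from chance clustering.

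Listed genes that are not protein-coding were lower in 92.0% and protein-coding genes in 88.2% (Fisher's exact test, two-sided, p = 0.0287, unadjusted). The pooled class was not uniform: the share was 95.2% for both antisense genes and unclassified TEC genes, 91.2% for processed pseudogenes, 87.5% for lincRNAs (42 of 48) and 83.3% for processed transcripts (25 of 30). Less unspliced RNA in Alb-D2KO libraries is a candidate explanation, but the share of intronic reads did not differ beyond its spread (exact permutation p = 0.190), so it stays undecided. Listed genes lay above the upper quartile of all genes in 34.1%, against 29.1% of tested genes, which is consistent with more power at high counts.

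These were 14 tests in all, counting the one on the deeper library, with no adjustment across them.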
